A study of Ictidomys tridecemlineatus with 26 samples. Its data were reported in "Liver Transcriptome Dynamics During Hibernation Are Shaped by a Shifting Balance Between Transcription and RNA Stability" (2021).

How the data were processed

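Polyadenylated RNA from liver of 25 animals, 5 in each of 5 states (SA, SpD, IBA, Ent and Ar, all separate animals), had been sequenced strand-specifically in pairs of reads. Per the study's description, reads were trimmed with cutadapt, reads matching mitochondrial DNA were set aside with HISAT2, and the rest were assigned to an annotation of the study's own with Salmon. The authors made gene totals with tximport, transformed them with DESeq2's rlog and filtered genes on rlog. Versions of these tools are not given in the sources used here. The deposited table is named as read counts, but the authors' values in it are rlog values on the log2 scale, with decimals and a range of 4.13 to 21.5. Of its 10370 genes, 10352 met the filter of an rlog of 7 or more in 4 of the 5 animals of a state, and 18 did not.

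Because the unit was log2 and not counts, the planned count model (edgeR) was not used and limma 3.58.1 (with statmod 1.5.0) in R 4.3.3 took its place. The model held the 5 states and sex. Variances were moderated with a trend on the mean and robust estimation, and p-values were adjusted by Benjamini-Hochberg, with calls at 0.001 or less. Contrasts were IBA, SpD, Ent and Ar set against one another and against SA as named in the report, the 3 winter states against the 2 active ones, males against females, an F test over the 5 states and a state by sex term. Depth per library cannot be read from rlog values, and rlog shrinks the changes of weakly expressed genes. In data simulated as gene means plus noise, IBA versus SA recovered 41.8%, 83.6% and 100% of genes changed by 0.5, 1 and 2 (log2). Ar versus Ent recovered 32.8%, 88.1% and 100%, with 0 false calls. Recovery in real livers was not tested.

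Genes called in the F test were assigned to 1 of 14 idealised patterns when their state means correlated with it at 0.8 or more. Gene lists of metabolic pathways, cell types, stress responses and RNA classes, 42 in all, were written before the data were examined, as were the comparisons, thresholds and the rule for naming genes. Lists with 5 or more measured members (37) were tested with camera at a preset correlation of 0.01, called at an adjusted p under 0.05, and tested again with an estimated correlation. The share of a list's genes called was also computed with adjustment over the list alone.

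Genes were named by rule: per contrast, the 8 largest changes in each direction among called genes with a symbol whose groups did not overlap, up to 4 members of each list described by smallest p together with members called against the majority, all measured genes the study singled out, the 10 smallest p in the F test, and for sex the 6 largest in each direction among called genes, of which there were none. Principal components used the 500 most variable genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

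Alternatives tried were leaving out each library, leaving out 2 libraries that stood apart, no sex term, blocks of replicate number and of library number, fits of the compared groups alone, quantile normalization, median centring, fits without the trend or robust estimation, other thresholds, a filter on mean rlog and another set test (fry). A library without a state, sequenced for annotation, was in no comparison. The 42 unnamed columns held 0 values, and the supplied table of gene symbols, of another assembly, was not used here.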

Results

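RNA-seq measured the steady-state relative abundance of polyadenylated transcripts in liver of the 13-lined ground squirrel, a hibernating rodent that fasts through winter on stored fat. Livers came from 5 physiological states with 5 animals in each, 12 females and 13 males in all. Animals labelled SA (summer active) and SpD (spring dark) were homeothermic and not hibernating. IBA (interbout aroused) animals had recently rewarmed between bouts of torpor, Ent animals were cooling into torpor, and Ar animals had begun to arouse but were still cold. These 3 states are called winter here. The deposited table gave 10370 genes as regularized log2 (rlog) values between 4.13 and 21.5. Read totals are not part of these values, so depth was not tested against them here, and the median rlog of the 25 libraries lay between 9.20 and 9.24. Below, a gene's change is a log2 fold change ± its SE, from 5 animals per state unless another number is given, and adjusted p-values are limma's with Benjamini-Hochberg adjustment over all 10370 genes. Where a call ended or began without 1 library, parentheses hold the number of libraries with that effect and the adjusted p without the library named, which moved it furthest where more than 2 had it. Lists of 3 or more genes past the test whose number moved by over 1.5 times follow, at their extremes.

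The first principal component of the 500 most variable genes held 51.9% of their variance and separated the active from the winter livers, with 1 exception. SA livers scored 12.1 to 19.9 on it and 4 of the 5 SpD livers scored 18.7 or more, whereas IBA livers lay at -10.5 to -7.34, Ent livers at -12.1 to -9.45 and Ar livers at -14.7 to -10.3. SpD replicate 1 scored -4.80, among neither group. The lipogenic transcript SCD_containing_gene16206, which encodes a stearoyl-CoA desaturase, measured 11.3 in this liver against a mean of 18 in the other 4 SpD livers. The second component held 7.63% of the variance and placed all 5 IBA livers (2.23 to 11.2) above all Ent (-3.25 to 0.82) and Ar livers (-6.05 to -2.63). Correlations between libraries of the same state had a median r of 0.984 over 50 pairs (0.949 to 0.991), against 0.964 over 250 pairs from different states (0.936 to 0.990). Median within-state r was 0.959 for SpD replicate 1 and 0.969 for Ent replicate 2, and 0.977 to 0.988 for the remaining libraries. No library was a copy of another, since the closest pair differed by a root mean square of 0.218 on the log2 scale.

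**Figure D1:**
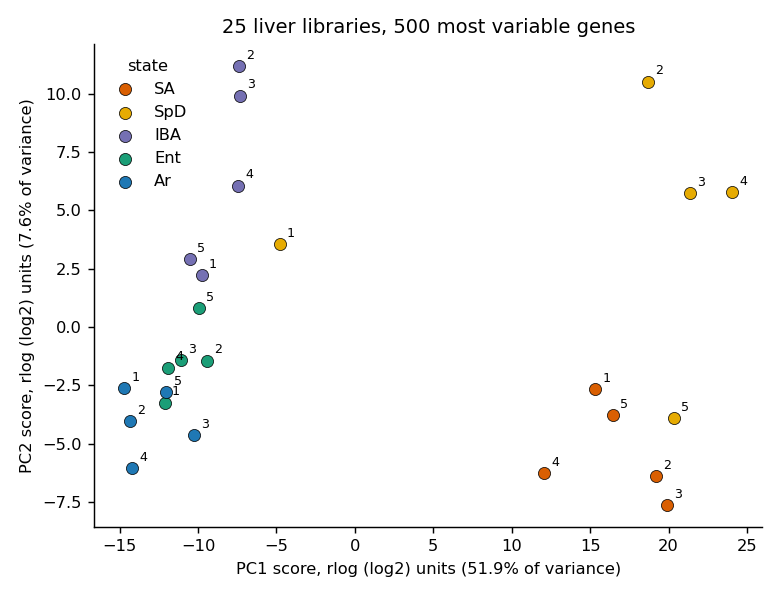
Scores of the 25 liver libraries on principal components 1 and 2 of the 500 most variable genes (rlog scale, 1 point per animal, colours for the 5 states). Active livers lie at 12.1 or more on component 1 except SpD replicate 1 at -4.80, and all winter livers lie at -7.34 or less.

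Abundance differed among the 5 states for 1643 of 10370 genes (15.8%) at an adjusted p of 0.001 or less in limma's F test with a term for sex. The smallest p belonged to RNaseP_nuc_ENSSTOG00000018579, the RNA component of the ribonuclease that trims tRNA precursors (adjusted p = 2.63e-12). In this polyadenylated RNA it averaged 9.50 ± 0.66 (SD, n = 5) in Ar and between 4.65 and 5.16 in the other 4 states. Among the 10 smallest were transcripts lower in all 3 winter states: Rida, a deaminase of reactive enamines, Hsd11b1, which regenerates active glucocorticoid, the centrosomal gene Cep104, the coenzyme A hydrolase Nudt7 and the glucocorticoid-induced Tsc22d3 (adjusted p between 8.59e-09 and 2.31e-08). MIRLET7D_containing and MIR194-2HG_containing, precursor transcripts of microRNAs, Nags, whose product activates the urea cycle, and RSRP1_containing completed the 10 and were assigned to patterns low in Ar. When the means of the 1643 genes were compared with 14 idealised patterns at r of 0.8 or more, 629 genes (38.3%) followed a Winter pattern, of which 399 were Winter_low and 230 Winter_high. Cold patterns, which separate Ar from IBA, held 688 genes (41.9%), 289 of them Cold_high and 399 Cold_low. IBA patterns held 181 genes (11%) and patterns of SA or SpD alone held 97 (5.90%), leaving 48 without a pattern (2.92%). Patterns in which Ar alone differed were sparse, with 9 genes in Cold_high_EL, RNaseP_nuc_ENSSTOG00000018579 among them, and 7 in Cold_low_EH, MIRLET7D_containing among them. Leaving out SpD replicate 1 raised the SA or SpD patterns from 97 to 179 genes. IBA patterns held 118, 108 and 120 genes without IBA replicates 1, 2 and 4, and 30 genes had no pattern without IBA replicate 2.

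**Figure D2:**
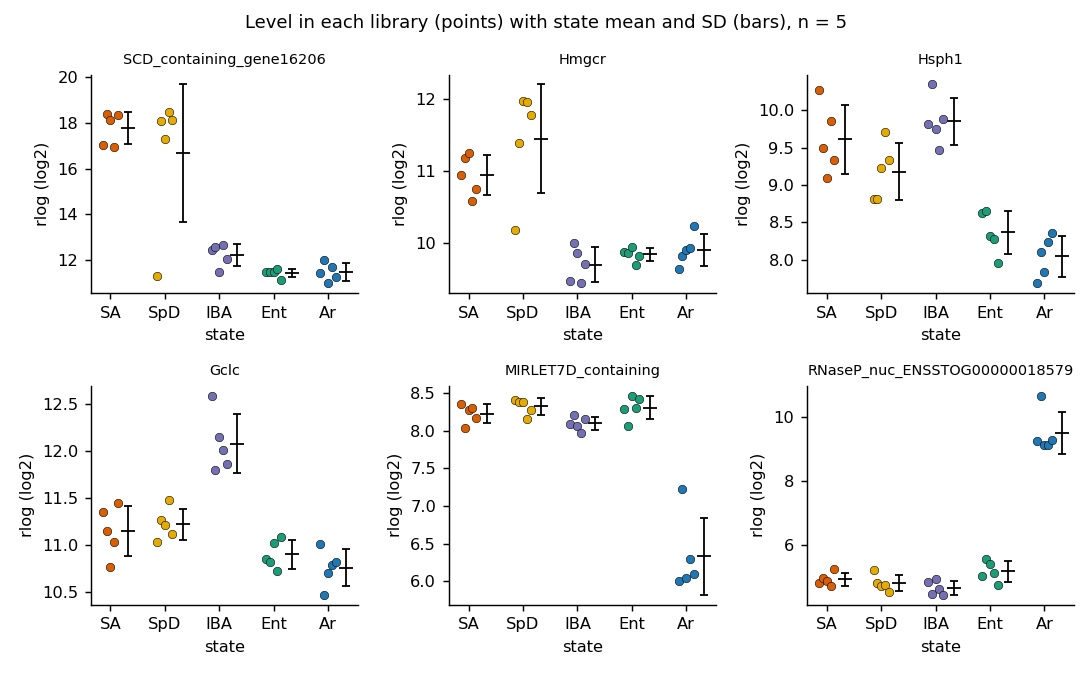
rlog value of 6 transcripts in each of the 25 livers by state (points, 1 per animal, with the mean and SD of 5 animals). SCD_containing_gene16206 averaged 17.8 in SA and 11.4 in Ent with SpD replicate 1 at 11.3, Gclc was highest in IBA at a mean of 12.1, and RNaseP_nuc_ENSSTOG00000018579 averaged 9.50 in Ar.

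Genes for making fat, cholesterol and bile acids and for handling nitrogen and amino acids were among those lower in the 15 winter than in the 10 active livers. SCD_containing_gene16206 (-5.49 ± 0.54, adjusted p = 1.20e-07) fell the most among fat-synthesis genes, with Pnpla3 (-5.15 ± 0.55), which encodes a lipid droplet protein, Acss2 (-2.01 ± 0.21), an acetyl-CoA synthetase, and Acacb (-1.84 ± 0.21), an acetyl-CoA carboxylase. Transcripts of CYP8B1 (-2.15 ± 0.24) and CYP7A1 (-2.26 ± 0.28), which set the amount and composition of bile acids, fell as well, as did those of Tat (-1.44 ± 0.11), which degrades tyrosine, and Ass1 (-1.88 ± 0.31), an enzyme of the urea cycle. Higher in winter were A2m (1.01 ± 0.09), the plasma protease inhibitor alpha-2-macroglobulin, and Cpt1a (1.31 ± 0.22), which admits fatty acids to mitochondria for oxidation. The comparison asks how livers of hibernating animals differed from those of active ones, and 1618 genes passed the test, 709 higher and 909 lower in winter.

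For gene lists, the p with an estimated correlation is also adjusted over lists. Of the 20 measured genes of fatty acid synthesis, 12 fell (13 adjusted over the list alone) and none rose (camera adjusted p = 1.64e-08, estimated-correlation p = 0.277). Cholesterol synthesis behaved likewise, with 14 of 23 genes lower (15 adjusted over the list alone, camera adjusted p = 1.64e-08, estimated-correlation p = 0.351), among them Sc5d (-0.90 ± 0.08), Hmgcr (-1.37 ± 0.14), the rate-limiting reductase, Ebp (-1.73 ± 0.23) and the feedback regulator Insig1 (-1.68 ± 0.23). In both lists SpD replicate 1 measured like a winter liver, for example 8.06 in Ebp against 10.8 in the other 4 SpD livers, and 11.9 in Acss2 against 14.6. Bile acid synthesis and transport lost 6 of 16 genes and gained 1 (10 lower and 1 higher adjusted over the list alone), and its shift held with an estimated correlation (camera adjusted p = 0.000445, estimated-correlation p = 0.0487). The uptake carrier Slc10a1 (-0.56 ± 0.07) was among those that fell, and the exporter subunit Slc51a (0.76 ± 0.15) rose. Gluconeogenesis also held (camera adjusted p = 8.39e-06, estimated-correlation p = 0.0487), with 9 of 16 genes lower and 1 higher (10 and 1 adjusted over the list alone). Its lower members included the transcription factor Foxo3 (-0.95 ± 0.07), the glucose-6-phosphate carrier Slc37a4 (-0.67 ± 0.05) and the aspartate aminotransferase Got1 (-1.08 ± 0.09). Among 7 urea cycle genes 5 fell (camera adjusted p = 0.000381, estimated-correlation p = 0.0664, 5 adjusted over the list alone), including Nags (-0.85 ± 0.07) and the entry enzyme Cps1 (-1.04 ± 0.12). Amino acid catabolism had 13 of 28 genes lower and none higher (13 adjusted over the list alone, camera adjusted p = 2.39e-07, estimated-correlation p = 0.351), such as Cth (-1.06 ± 0.10), which makes cysteine, Kmo (-0.70 ± 0.06) of tryptophan breakdown and Sds (-2.76 ± 0.30), serine dehydratase. Xenobiotic metabolism had 7 of 27 lower (9 adjusted over the list alone, camera adjusted p = 0.00167, estimated-correlation p = 0.351), with CYP1A2 (-1.98 ± 0.20), the receptor Nr1i2 (-0.49 ± 0.05) and GSTM2_containing (-0.87 ± 0.12), a glutathione transferase.

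Fatty acid oxidation moved the other way, with 5 of 23 genes higher and 1 lower (5 and 1 adjusted over the list alone, camera adjusted p = 0.00609, estimated-correlation p = 0.612). Besides Cpt1a these were led by ACOT2_containing (1.35 ± 0.15), a thioesterase, Hadha (0.63 ± 0.09) and Hadhb (0.48 ± 0.08), the trifunctional protein of beta-oxidation, whereas the dienoyl-CoA reductase Decr1 (-0.33 ± 0.05) fell. Here SpD replicate 1 also stood apart, at 11.04 in ACOT2_containing against 9.33 and at 13.8 in Hadha against 12.8 in the other 4 SpD livers. Ribosome biogenesis gained 5 of 29 genes (5 adjusted over the list alone, camera adjusted p = 0.0001, estimated-correlation p = 0.366), for example Noc2l (0.41 ± 0.05) and Bop1 (0.32 ± 0.06). A positive change was seen in 93 of 94 cytosolic ribosomal protein genes, although 1 passed the test, Rpl36 (0.49 ± 0.09) (0 adjusted over the list alone, camera adjusted p = 4.98e-07, estimated-correlation p = 0.67). Heat shock response had 4 of 22 genes lower and 1 higher (4 and 1 adjusted over the list alone, camera adjusted p = 0.0217, estimated-correlation p = 0.612), Dnajb4 (-0.73 ± 0.08) and Dnaja1 (-0.39 ± 0.07) against Hsf1 (0.24 ± 0.04). But in IBA 19 of 22 lay above SpD and 15 above SA. Insulin and growth hormone signalling had 2 of 18 lower (2 adjusted over the list alone, camera adjusted p = 0.024, estimated-correlation p = 0.351), Igfals (-0.67 ± 0.12), a carrier subunit of circulating growth factor, and Sesn1 (-0.29 ± 0.05). Of 17 endothelial markers 6 rose (6 adjusted over the list alone, camera adjusted p = 0.0031, estimated-correlation p = 0.432), including the receptors Tie1 (0.46 ± 0.06) and Eng (0.36 ± 0.06). None of 15 macrophage markers passed (0 adjusted over the list alone, camera adjusted p = 0.0399, estimated-correlation p = 0.64). Glycolysis and sugar uptake had 5 of 19 lower and 1 higher (6 and 1 adjusted over the list alone, camera adjusted p = 0.0031, estimated-correlation p = 0.351), Tkfc (-1.02 ± 0.10) and Pfkfb1 (-0.82 ± 0.09) against Pkm (0.46 ± 0.06). Across all 8 comparisons camera's preset correlation called 89 of the list tests and 12 of these held with an estimated one.

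Among genes whose winter and active livers did not overlap, the largest increases were Rap1gap (1.22 ± 0.10), Etv5 (0.81 ± 0.06), Il4r (0.79 ± 0.07) and Shb (0.72 ± 0.07). Cep131 (0.72 ± 0.10), Gtf2ird1 (0.70 ± 0.07), Med16 (0.67 ± 0.05) and Pitrm1 (0.67 ± 0.08) followed. The largest decreases, beyond CYP8B1, CYP1A2, Ass1 and Tat, were Ttpal (-3.02 ± 0.30), Aldh1l1 (-2.43 ± 0.32), SULT1A2_containing (-1.84 ± 0.19) and Alpl (-1.74 ± 0.22). Of 16 measured genes the study singled out on these samples, so not independent evidence of direction, 4 rose and 3 fell (5 and 3 adjusted over the list alone, camera adjusted p = 0.654). A2m, the thyroxine carrier Serpina7 (0.69 ± 0.12), Hsf1 and Srsf5 (0.27 ± 0.06) were higher, and Arrdc3 (-1.38 ± 0.14), Atp6v1b2 (-0.40 ± 0.06) and SCD_containing_gene16206 lower. Not passing were Hsp90aa1 (-0.23 ± 0.09), Srsf6 (0.17 ± 0.05), Tra2b (0.07 ± 0.07), Lrp1 (0.16 ± 0.07), Shmt2 (-0.09 ± 0.06) (0.06 under quantile normalization), Actb (0.35 ± 0.08), Ndufc1 (-0.18 ± 0.06), Plin2 (0.45 ± 0.17) and Haus6 (-0.09 ± 0.06). Among the 16 only A2m, Hsf1 and SCD_containing_gene16206 passed in IBA versus SA. Srsf5 was -0.16, Serpina7 -0.01, Atp6v1b2 0.01 and Arrdc3 -0.24 there. MicroRNA host transcripts, a class the study pointed to on these samples, had 4 of 8 lower (4 adjusted over the list alone, camera adjusted p = 0.00739, estimated-correlation p = 0.277), among them MIRLET7D_containing (-0.70 ± 0.10) and MIR221_containing (-1.10 ± 0.19). In IBA versus SA none of the 8 passed, with a list median of 0.08. MIRLET7D_containing averaged 8.23 in SA, 8.10 in IBA and 8.31 in Ent against 6.33 in Ar, so its lower winter mean came from Ar. Without SpD replicate 1 SCD_containing_gene16206 was -6.18 and Pnpla3 -5.84. The count of called genes stayed between 1272 and 1867 when any single library was left out. Calls of Srsf5 (14, 0.00194), Clec14a (4, 0.00124) and Glud1 (3, 0.00119) ended without SpD replicate 5, those of MIR194-2HG_containing (10, 0.00153) and MIR148A_containing (19, 0.00234) without SA replicate 1, and those of Plvap (13, 0.00162) without SA replicate 2. List calls of Kupffer cell and macrophage markers (9, 0.117) and insulin and growth hormone signalling (1, 0.0512) ended without SpD replicate 1, and those of heat shock response (1, 0.0592) without SA replicate 1. Calls of Spi1 (2, 0.00055) began without SA replicate 4, those of Spi1 (2, 0.000668) without IBA replicate 2, and those of Actb (1, 0.000819) without Ent replicate 5. Fatty acid oxidation came to 10 higher, glycolysis and sugar uptake to 8 lower and cytosolic ribosomal proteins to 7 higher without SpD replicate 1, and ribosome biogenesis to 2 higher without SA replicate 3. MicroRNA host transcripts came to 2 lower without SA replicate 1, and endothelial markers to 2 higher without SpD replicate 3.

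In warm IBA against warm summer active livers SCD_containing_gene16206 (-5.55 ± 0.83, adjusted p = 6.93e-05) fell again, as did Oat (-3.06 ± 0.34), ornithine aminotransferase, Bcat1 (-3.21 ± 0.43), a branched-chain aminotransferase, and Got1 (-1.57 ± 0.14). AMY1A, an amylase, rose (2.62 ± 0.29, adjusted p = 2.50e-06), as did Rcan2 (2.45 ± 0.31), a calcineurin regulator, the growth regulator Myc (1.81 ± 0.24) and Hmox1 (1.75 ± 0.23), which degrades heme. The comparison asks how 2 warm livers differed in season and in recent torpor and rewarming together, and in total 188 genes rose and 379 fell.

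Gluconeogenesis and bile acid synthesis were the lists whose shift held with an estimated correlation. In gluconeogenesis 7 of 16 genes fell (8 adjusted over the list alone, camera adjusted p = 2.84e-10, estimated-correlation p = 0.00196), including Foxo3 (-1.19 ± 0.11), Slc37a4 (-0.79 ± 0.08) and Tat (-1.52 ± 0.17). In bile acid synthesis and transport 3 of 16 fell (3 adjusted over the list alone, camera adjusted p = 4.75e-05, estimated-correlation p = 0.0167), among them Acox2 (-0.77 ± 0.09), which shortens bile acid side chains, and CYP8B1 (-2.38 ± 0.37). Fatty acid synthesis had 5 of 20 lower (10 adjusted over the list alone, camera adjusted p = 6.16e-08, estimated-correlation p = 0.266), with Dgat2 (-1.87 ± 0.30) completing triacylglycerols and Pnpla3 (-5.09 ± 0.85). Cholesterol synthesis had 7 of 23 lower (10 adjusted over the list alone, camera adjusted p = 7.40e-09, estimated-correlation p = 0.297), as in Sc5d (-1.0 ± 0.13), Dhcr24 (-1.31 ± 0.20) and Hmgcr (-1.24 ± 0.21). Amino acid catabolism had 10 of 28 lower (12 adjusted over the list alone, camera adjusted p = 7.40e-09, estimated-correlation p = 0.266), for example Cth (-1.35 ± 0.15), Mat1a (-1.07 ± 0.12), which makes the methyl donor S-adenosylmethionine, Kmo (-0.84 ± 0.10) and the glutaminase Gls2 (-1.27 ± 0.18). Urea cycle had 2 of 7 lower (3 adjusted over the list alone, camera adjusted p = 0.00339, estimated-correlation p = 0.135), Slc25a15 (-0.82 ± 0.13) and Otc (-0.63 ± 0.12). Glycogen metabolism had 2 of 13 lower (5 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.00995, estimated-correlation p = 0.0708), the branching enzyme Gbe1 (-0.93 ± 0.16) and the glycogen-targeting subunit Ppp1r3c (-1.06 ± 0.20). Xenobiotic metabolism had 3 of 27 lower and 1 higher (6 and 1 adjusted over the list alone, camera adjusted p = 0.0021, estimated-correlation p = 0.328), CYP1A2 (-2.36 ± 0.30) against Aldh1a1 (1.74 ± 0.35), which makes retinoic acid. Plasma proteins had 3 of 31 lower and 1 higher (6 and 1 adjusted over the list alone, camera adjusted p = 0.00013, estimated-correlation p = 0.327), Itih1 (-0.67 ± 0.09) and Apoc3 (-1.31 ± 0.23) against A2m (0.87 ± 0.13).

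Ribosome biogenesis had 11 of 29 genes higher and none lower (16 adjusted over the list alone, camera adjusted p = 2.55e-14, estimated-correlation p = 0.0708), such as Noc2l (0.53 ± 0.07), Nop14 (0.52 ± 0.08), Nolc1 (0.54 ± 0.08) and Nop2 (0.67 ± 0.11). Cytosolic ribosomal proteins had positive changes in 91 of 94 genes with none passing the test (0 adjusted over the list alone, camera adjusted p = 4.75e-05, estimated-correlation p = 0.697). Proteasome had them in 30 of 32 with none passing (0 adjusted over the list alone, camera adjusted p = 1.90e-05, estimated-correlation p = 0.487). Splicing factors had 5 of 41 higher (5 adjusted over the list alone, camera adjusted p = 0.00613, estimated-correlation p = 0.578), Ptbp1 (0.37 ± 0.06) and Fus (0.61 ± 0.11) among them. RNA decay had 1 of 29 (0 adjusted over the list alone, camera adjusted p = 0.046, estimated-correlation p = 0.266), the exosome nuclease Exosc10 (0.29 ± 0.06). Endothelial markers had 2 of 17 (3 adjusted over the list alone, camera adjusted p = 0.00152, estimated-correlation p = 0.399), Emcn (0.90 ± 0.15) and Tie1 (0.50 ± 0.09). Unfolded protein response had none of 25 past the test (0 adjusted over the list alone, camera adjusted p = 0.00505, estimated-correlation p = 0.472), its mediator Atf4 measuring 0.66 ± 0.16 at an adjusted p of 0.00353. Antioxidant defence was not called as a list (camera adjusted p = 0.066, estimated-correlation p = 0.653), yet 5 of 22 genes rose and 1 fell (5 and 1 adjusted over the list alone): Nqo1 (1.62 ± 0.31), Gclc (0.93 ± 0.14) and Gclm (0.90 ± 0.15), the subunits of the enzyme that limits glutathione synthesis, rose with Hmox1, and catalase, Cat (-0.73 ± 0.12), fell.

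Further increases among genes without overlap between the groups were Gpat3 (2.06 ± 0.34), which starts glycerolipid synthesis, Esm1 (1.79 ± 0.26), a proteoglycan of endothelial cells, and Paqr7 (1.79 ± 0.29), a membrane progestin receptor. Further decreases were AACSP1_containing (-4.55 ± 0.77), SCD_like (-4.06 ± 0.71), the protease Mmp20 (-4.0 ± 0.37) and the transglutaminase Tgm3 (-3.41 ± 0.59). SCD_containing_gene16206 and SCD_like, like AACSP1_containing and Aacs, have related names, and as their sequences were not compared the share of reads given to each is uncertain. Of 16 genes the study singled out on these samples, A2m and Hsf1 (0.35 ± 0.05) rose and SCD_containing_gene16206 fell (2 and 1 adjusted over the list alone, camera adjusted p = 0.494). Without SA replicate 2 the count was 370 genes, without SA replicate 3 it was 354, and without IBA replicates 1 and 2 it was 368 and 375. A fit of these 2 groups alone called 287 for IBA versus SA. Calls of Ppp1r3c (7, 0.00199), Tie1 (7, 0.00209), Apoc3 (5, 0.00136) and AACSP1_containing (2, 0.00106) ended without SA replicate 2. Calls of Aldh1a1 (22, 0.00429), Fus (4, 0.00141) and Ptbp1 (2, 0.00103) ended without IBA replicate 1, and those of Otc (12, 0.00361), AACSP1_containing (2, 0.00111) and Nqo1 (5, 0.00284) without SA replicate 3. Calls of Tgm3 (3, 0.00116) and Ptbp1 (2, 0.00111) ended without IBA replicate 2, those of Exosc10 (15, 0.00325) without SA replicate 1, those of SCD_like (4, 0.00121) without IBA replicate 3, and those of Gbe1 (3, 0.00115) without SA replicate 5. List calls of RNA decay (3, 0.121) and splicing factors (1, 0.059) ended without IBA replicate 2. Calls of Psmd3 (3, 0.000814) began without SpD replicate 2, and those of Psme4 (1, 0.00095) without Ent replicate 2. Fatty acid synthesis came to 10 lower, cholesterol synthesis to 13 lower and xenobiotic metabolism to 5 lower without SpD replicate 1. Plasma proteins came to 1 lower, ribosome biogenesis to 6 higher and antioxidant defence to 3 higher without SA replicate 1. Fatty acid synthesis came to 3 lower and cholesterol synthesis to 3 lower without SA replicate 2, xenobiotic metabolism to 1 lower without SA replicate 3, and plasma proteins to 5 lower without Ent replicate 1. Splicing factors came to 0 higher without IBA replicate 1.

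In IBA livers set against those of spring animals that had ended hibernation, Hmgcr (-1.68 ± 0.21, adjusted p = 2.69e-05) fell, as did Pcsk9 (-2.67 ± 0.41), which directs the LDL receptor to degradation, and the sterol-synthesis genes Sc5d (-1.07 ± 0.13), a desaturase, and Msmo1 (-1.70 ± 0.26), an oxidase. Dio3, a deiodinase that inactivates thyroid hormone, fell (-3.11 ± 0.47, adjusted p = 0.000139) together with Noct, a phosphatase of the circadian output (-1.88 ± 0.29). Nqo1, a quinone reductase, rose (1.98 ± 0.31, adjusted p = 0.000167), with Hmox1 (1.80 ± 0.23), Myc (1.75 ± 0.24) and Gclc (0.86 ± 0.14). The comparison asks what set the warm winter liver apart from a warm liver after the season, and 95 genes were higher and 219 lower in IBA.

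The shift of 4 lists held with an estimated correlation here. In bile acid synthesis and transport genes fell (2 of 16 lower, 5 adjusted over the list alone, camera adjusted p = 5.96e-06, estimated-correlation p = 0.0129), with Acox2 (-0.74 ± 0.09) and Slc10a1 (-0.77 ± 0.11). Gluconeogenesis lost transcript (5 of 16 lower, 5 adjusted over the list alone, camera adjusted p = 9.66e-06, estimated-correlation p = 0.0305), with Foxo3 (-0.85 ± 0.11), Slc37a4 (-0.62 ± 0.08), Gpt (-1.45 ± 0.22), alanine aminotransferase, and Tat (-1.11 ± 0.17). Urea cycle (1 of 7 lower, 3 adjusted over the list alone, camera adjusted p = 0.00016, estimated-correlation p = 0.0403), fell in Slc25a15 (-0.92 ± 0.14). Glycogen metabolism (1 of 13 lower, 4 adjusted over the list alone, camera adjusted p = 0.00697, estimated-correlation p = 0.0403), fell in Ugp2 (-0.62 ± 0.12). Cholesterol synthesis had 13 of 23 lower (18 adjusted over the list alone, camera adjusted p = 5.92e-18, estimated-correlation p = 0.101) and fatty acid synthesis 5 of 20 (12 adjusted over the list alone, camera adjusted p = 3.66e-11, estimated-correlation p = 0.117), including Acss2 (-2.04 ± 0.33) and Acacb (-1.81 ± 0.33). SpD replicate 1 lay low in these genes, at 12.1 in Acacb against 14.3 in the other 4 SpD livers and at 12.6 in Sc5d against 13.6. Amino acid catabolism had 5 of 28 lower (13 adjusted over the list alone, camera adjusted p = 7.87e-11, estimated-correlation p = 0.139), such as Kmo (-0.73 ± 0.10) and Gls2 (-1.17 ± 0.18). Plasma proteins had 4 of 31 (7 adjusted over the list alone, camera adjusted p = 1.90e-07, estimated-correlation p = 0.139), such as coagulation factor F10 (-0.85 ± 0.12) and Itih1 (-0.57 ± 0.09). Lower as lists with no member past the test were xenobiotic metabolism (4 of 27 adjusted over the list alone, camera adjusted p = 0.000719, estimated-correlation p = 0.29) and complement (1 of 19 adjusted over the list alone, camera adjusted p = 0.00979, estimated-correlation p = 0.551), whose terminal component C9 measured 11.8 in SpD replicate 1 against 13.1 in the other 4. Glycolysis and sugar uptake had 2 of 19 lower and 1 higher (3 and 2 adjusted over the list alone, camera adjusted p = 0.0174, estimated-correlation p = 0.456), Pfkfb1 (-0.93 ± 0.15) against Pkm (0.68 ± 0.09). Ribosome biogenesis had 3 of 29 higher (4 adjusted over the list alone, camera adjusted p = 3.48e-11, estimated-correlation p = 0.108), Polr1a (0.52 ± 0.08), the catalytic subunit of RNA polymerase I, Noc2l (0.48 ± 0.07) and Nop14 (0.49 ± 0.08). Antioxidant defence was not called (camera adjusted p = 0.186, estimated-correlation p = 0.82), with 4 of 22 genes higher and 1 lower (5 and 1 adjusted over the list alone), Srxn1 (0.86 ± 0.16) rising with Nqo1, Hmox1 and Gclc and Cat (-0.80 ± 0.12) falling. Higher as lists without a member past the test were heat shock response (1 of 22 adjusted over the list alone, camera adjusted p = 0.00193, estimated-correlation p = 0.497) and unfolded protein response (0 of 25 adjusted over the list alone, camera adjusted p = 0.00697, estimated-correlation p = 0.497). So were polyamine metabolism (2 of 11 adjusted over the list alone, camera adjusted p = 0.024, estimated-correlation p = 0.139) and endothelial markers (0 of 17 adjusted over the list alone, camera adjusted p = 0.00767, estimated-correlation p = 0.507).

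Other named increases were Esm1 (1.53 ± 0.26), Ppp2r2c (1.35 ± 0.21), a phosphatase subunit, Aifm2 (1.13 ± 0.21), a suppressor of lipid peroxidation, Rap1gap (1.12 ± 0.16) and Fndc4 (1.12 ± 0.19), and other decreases AACSP1_containing (-4.75 ± 0.78), Ttpal (-2.70 ± 0.47), Mmp20 (-2.10 ± 0.37), CYP26A1_containing (-1.87 ± 0.29), which degrades retinoic acid, and Alpl (-1.84 ± 0.34). None of the 16 genes the study singled out passed over all genes, and adjusted over the list alone 1 was higher, Hsf1 (0.28 ± 0.06, adjusted p over all genes 0.00108), and 1 lower, SCD_containing_gene16206 (-4.31 ± 0.84, adjusted p over all genes 0.00121). Without SpD replicate 1 both passed, SCD_containing_gene16206 at -5.78 (adjusted p = 1.34e-10) and Hsf1 at 0.31 (adjusted p = 0.00082), and AACSP1_containing was -6.03, Dio3 -3.70 and Pcsk9 -3.27. The count of 314 genes became 542 without SpD replicate 1 and 630 without both it and Ent replicate 2, and it was 197, 179, 194 and 144 without SpD replicates 2, 3, 4 and 5 and 185, 176, 201, 203 and 201 without IBA replicates 1 to 5. A fit of these 2 groups alone called 0 genes in limma, against 3342 at an unadjusted p under 0.05 in the full fit. Calls of Aifm2 (14, 0.00408), Acacb (9, 0.00323), Ttpal (8, 0.00244), Mmp20 (8, 0.00204), AACSP1_containing (6, 0.00173) and Esm1 (6, 0.0021) ended without SpD replicate 5. Calls of Acss2 (6, 0.00154), Fndc4 (3, 0.00212), Gclc (2, 0.00147), Nqo1 (1, 0.00108), Pcsk9 (1, 0.00107) and Srxn1 (6, 0.00311) ended without SpD replicate 5. Calls of Ugp2 (22, 0.00442) and Gclc (2, 0.00115) ended without IBA replicate 3, and those of Alpl (9, 0.00261) without SpD replicate 3. List calls of complement (2, 0.0949) ended without SpD replicate 3, those of complement (2, 0.0817) without IBA replicate 2, those of endothelial markers (1, 0.0953) without SpD replicate 1, those of glycolysis and sugar uptake (1, 0.055) without SpD replicate 4, and those of unfolded protein response (1, 0.0592) without IBA replicate 1. Calls of Gbe1 (1, 1.74e-05), Cps1 (1, 0.00086), C6 (1, 0.000353), C9 (1, 1.61e-05) and Stab2 (1, 6.41e-05) began without SpD replicate 1. Calls of C8g (2, 0.000555), Hsf1 (4, 0.000505) and Srm (1, 0.000942) began without Ent replicate 2, those of Ppp1r3b (1, 9.15e-05) and Ppp1r3c (1, 6.29e-05) without SpD replicate 2, and those of C8g (2, 0.000684) without SA replicate 1. Calls of Odc1 (5, 0.000262) began without Ent replicate 1, and those of Otc (1, 0.000981) without SA replicate 4. Without SpD replicate 1 Stab2 fell (-0.83), against the direction of its list. Fatty acid synthesis came to 13 lower, cholesterol synthesis to 20 lower, bile acid synthesis and transport to 5 lower and glycolysis and sugar uptake to 7 lower without SpD replicate 1. Xenobiotic metabolism came to 3 lower without SpD replicate 1, and cholesterol synthesis to 5 lower, amino acid catabolism to 2 lower and antioxidant defence to 1 higher without SpD replicate 5. Fatty acid synthesis came to 0 lower and plasma proteins to 2 lower without SpD replicate 2.

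Spring dark and summer active livers, the 2 homeothermic groups on either side of the hibernation season, differed in 4 genes. AMY1A was higher in SpD (2.33 ± 0.29, adjusted p = 0.000285). Lower were Got1 (-1.01 ± 0.14), Fbxo2 (-0.94 ± 0.12), whose product recognises glycoproteins for degradation, and Crtap (-0.61 ± 0.08), which assists collagen modification (adjusted p = 0.000669, 0.000285 and 0.000285). Gluconeogenesis was lower in SpD and held with an estimated correlation (1 of 16 lower, 1 adjusted over the list alone, camera adjusted p = 1.96e-06, estimated-correlation p = 0.0235), Got1 being the gene that fell and pyruvate carboxylase, Pc, measuring -0.74 ± 0.17 at an adjusted p of 0.0297.

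The other list calls did not hold with an estimated correlation, and in them no gene passed the test over all genes. Cholesterol synthesis was higher in SpD in 23 of 23 genes (0 adjusted over the list alone, camera adjusted p = 6.24e-06, estimated-correlation p = 0.935), led by Fdps at 1.67 ± 0.40 (adjusted p = 0.0447), although SpD replicate 1 was low in these genes, for example at 7.75 in Sqle against 10.9 in the other 4. Proteasome was higher in 31 of 32 genes (0 adjusted over the list alone, camera adjusted p = 9.15e-10, estimated-correlation p = 0.935) and cytosolic ribosomal proteins in 92 of 94 (0 adjusted over the list alone, camera adjusted p = 1.28e-05, estimated-correlation p = 0.935). Complement (camera adjusted p = 0.00154, estimated-correlation p = 0.935), where Masp2 measured 0.82 ± 0.14 and was the 1 gene past the test adjusted over the list alone, was also higher. So were splicing factors (0 adjusted over the list alone, camera adjusted p = 0.00154, estimated-correlation p = 0.935) and ribosome biogenesis (0 adjusted over the list alone, camera adjusted p = 0.00256, estimated-correlation p = 0.935). Heat shock response was lower (0 adjusted over the list alone, camera adjusted p = 0.0194, estimated-correlation p = 0.935). Genes the study singled out lay between -1.24 (SCD_containing_gene16206) and 0.54 (A2m) with none past the test (0 adjusted over the list alone), and SCD_containing_gene16206 turned to 0.23 without SpD replicate 1. The limma count, with 1301 genes at an unadjusted p under 0.05 in all libraries, was 0, 0 and 1 without SA replicates 1, 2 and 3, 8, 1 and 0 without SpD replicates 1, 2 and 3, and 9 without SpD replicate 1 and Ent replicate 2 together. It was also 0 in a fit of these 2 groups alone and 2 with a library number block. Calls of Crtap (5, 0.00175) and Fbxo2 (4, 0.00175) ended without SpD replicate 3, those of Got1 (14, 0.00482) without SA replicate 3, and those of AMY1A (5, 0.00154) without SA replicate 2. List calls of complement (2, 0.0764) and ribosome biogenesis (1, 0.0655) ended without SA replicate 3, those of splicing factors (1, 0.0943) and cytosolic ribosomal proteins (1, 0.994) without SpD replicate 1, those of heat shock response (3, 0.404) without SA replicate 1, and those of complement (2, 0.0905) without SpD replicate 3. 

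**Figure D3:**
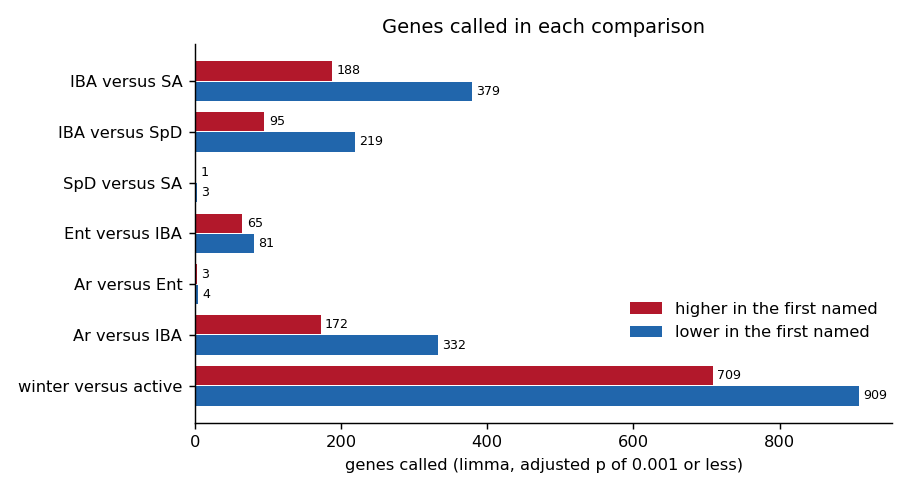
Number of genes called at an adjusted p of 0.001 or less in each comparison (bars, higher and lower separately, 5 animals per state). Winter versus active has the most calls, 709 higher and 909 lower, and SpD versus SA and Ar versus Ent have 4 and 7 in all.

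As animals left the aroused state and cooled into torpor, Gclc (-1.18 ± 0.14, adjusted p = 3.28e-05), which limits glutathione synthesis, fell from its IBA level together with Hmox1 (-1.49 ± 0.23), Nqo1 (-1.87 ± 0.31) and Ugdh (-1.09 ± 0.16), which supplies glucuronate. The chaperone genes Hsph1 (-1.48 ± 0.21), Hsp90aa1 (-0.89 ± 0.13), Stip1 (-0.90 ± 0.15) and Dnajb4 (-0.70 ± 0.12) fell. Srsf5, a splicing factor, rose (0.83 ± 0.09, adjusted p = 7.28e-06), as did Scara5 (1.18 ± 0.15), a ferritin receptor, and Gmds (0.79 ± 0.09), which makes GDP-fucose. The comparison addresses the change from the warm interval to the entry into torpor, with IBA animals collected later in winter than Ent and Ar animals, and 65 genes were higher and 81 lower in Ent.

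No list call in this comparison held with an estimated correlation. Heat shock response had 5 of 22 genes lower (9 adjusted over the list alone, camera adjusted p = 1.03e-10, estimated-correlation p = 0.444). Ribosome biogenesis had 2 of 29 (10 adjusted over the list alone, camera adjusted p = 5.62e-10, estimated-correlation p = 0.444), Polr1a (-0.53 ± 0.07) and Nop14 (-0.45 ± 0.08). Antioxidant defence had 3 of 22 (5 adjusted over the list alone, camera adjusted p = 0.0205, estimated-correlation p = 0.867), the genes Gclc, Hmox1 and Nqo1 above. Plasma proteins were higher in 30 of 31 genes without any passing the test (0 adjusted over the list alone, camera adjusted p = 4.50e-07, estimated-correlation p = 0.453). The transferrin gene TF measured 0.65 ± 0.14 at an adjusted p of 0.00319, and no difference in it was left under quantile normalization. Fatty acid oxidation was higher in 22 of 23 genes with none passing (0 adjusted over the list alone, camera adjusted p = 0.00367, estimated-correlation p = 0.867). The same was seen for cholesterol synthesis in 20 of 23 (camera adjusted p = 0.0205, estimated-correlation p = 0.867) and amino acid catabolism in 25 of 28 (camera adjusted p = 0.0281, estimated-correlation p = 0.867). So it was for nuclear-encoded oxidative phosphorylation in 56 of 64 (camera adjusted p = 0.0399, estimated-correlation p = 0.867) and cytosolic ribosomal proteins in 91 of 94 (camera adjusted p = 0.0191, estimated-correlation p = 0.867), with 0 adjusted over the list alone in each of these 4. Ent replicate 2 stood apart in members of these lists, at 9.80 in Ndufb3 against 9.42 in the other 4 Ent livers and at 14.6 in Apoc3 against 13.2. Lists without a call still held single changes: the bile acid genes Acox2 (0.56 ± 0.09) and Nr0b2 (0.84 ± 0.15), a repressor of bile acid synthesis, rose (2 of 16, 3 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.104). The urea cycle activator Nags (-0.76 ± 0.12) fell (1 of 7, 1 adjusted over the list alone, camera adjusted p = 0.78). Among 41 splicing factors Srsf5 rose and Srsf3 (-0.71 ± 0.09) fell (1 and 1 adjusted over the list alone, camera adjusted p = 0.895). Dnajb9 (-0.97 ± 0.14), a chaperone of the endoplasmic reticulum, and Upf1 (-0.50 ± 0.08), of nonsense-mediated decay, fell as the only members of their lists to pass.

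Further increases without overlap between groups were CUNH3orf67 (1.37 ± 0.17), Plppr3 (1.13 ± 0.20), Pank1 (0.85 ± 0.14), which starts coenzyme A synthesis, and the receptor Mst1r (0.83 ± 0.13), and further decreases Arrdc3 (-1.34 ± 0.21), RSRP1_containing (-1.07 ± 0.12) and Fadd (-1.01 ± 0.18), an adaptor of death receptors. Of 16 genes the study singled out on these samples, Srsf5 rose and Hsp90aa1, Arrdc3 and Atp6v1b2 (-0.58 ± 0.09) fell (1 and 3 adjusted over the list alone, camera adjusted p = 0.694). The count of 146 became 78, 44, 76, 70 and 67 without IBA replicates 1 to 5, 64, 77, 52 and 59 without Ent replicates 2, 3, 4 and 5, and 85 without SpD replicate 1 and Ent replicate 2 together. A fit of these 2 groups alone called 3 and one with a library number block 89. Calls of Nr0b2 (20, 0.00388), Pank1 (8, 0.00215), Stip1 (8, 0.00224), Arrdc3 (5, 0.00176), Nags (2, 0.00107) and Acox2 (2, 0.00107) ended without IBA replicate 2. Calls of Hsp90aa1 (1, 0.00107) and Mst1r (1, 0.00119) ended without IBA replicate 2. Calls of Fadd (16, 0.0036), Upf1 (8, 0.00218), Nop14 (8, 0.00238), Dnajb4 (7, 0.00238), Nqo1 (6, 0.00196) and Hmox1 (4, 0.00116) ended without Ent replicate 4. Calls of Atp6v1b2 (4, 0.00177) and Nags (2, 0.00115) ended without Ent replicate 4, those of Plppr3 (14, 0.00272) without IBA replicate 5, and those of Acox2 (2, 0.00104) without Ent replicate 5. List calls of amino acid catabolism (6, 0.174), nuclear-encoded oxidative phosphorylation (5, 0.917) and cytosolic ribosomal proteins (4, 0.917) ended without Ent replicate 2, those of antioxidant defence (3, 0.08) without Ent replicate 1, and those of cholesterol synthesis (1, 0.0674) without Ent replicate 4. Calls of Nsdhl (1, 0.000329) and Hsd17b4 (1, 0.000329) began without SpD replicate 1, and those of Itih1 (1, 0.000746) without Ent replicate 1. Heat shock response came to 1 lower and genes the study singled out to 0 lower without IBA replicate 2, heat shock response to 8 lower without SpD replicate 2, and ribosome biogenesis to 4 lower without Ent replicate 1. Antioxidant defence came to 1 lower without Ent replicate 3.

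Across the torpor bout, from Ent to the cold Ar liver, 7 genes changed, and most were non-coding or precursor transcripts. RNaseP_nuc_ENSSTOG00000018579 rose by the largest amount (4.35 ± 0.23, adjusted p = 2.66e-11), from 5.16 ± 0.32 to 9.50 ± 0.66 (SD, n = 5 each). SCARNA17_like, a guide RNA for modifying spliceosomal RNA, rose too (1.32 ± 0.18), with the unnamed transcript G21802 (1.71 ± 0.19). Host transcripts of microRNAs fell: MIRLET7D_containing (-1.95 ± 0.15, adjusted p = 2.86e-08), MIR148A_containing (-1.09 ± 0.11) and MIR194-2HG_containing (-1.0 ± 0.12), as did the unnamed transcript G23851 (-0.65 ± 0.09). G21802 and G23851 were named after their values were seen, to complete the 7.

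The 8 microRNA host transcripts belong to a class the study pointed to on these samples, so their direction is not independent evidence. Of them 3 fell (6 adjusted over the list alone, camera adjusted p = 2.91e-28, estimated-correlation p = 5.04e-06), and MIR122_containing, host of the main liver microRNA, measured -2.13 ± 0.34 at an adjusted p of 0.00318. The 5 small non-coding RNAs without a usual poly(A) tail, a list made because the study pointed to 2 of them, had 2 higher (2 adjusted over the list alone, camera adjusted p = 2.75e-09, estimated-correlation p = 0.0153), with U6_ENSSTOG00000028171 at 0.23 ± 0.22 (adjusted p = 0.922). Both calls held with an estimated correlation. In 4 further lists, called by camera without a gene past the test (0 adjusted over the list alone in each), cholesterol synthesis (camera adjusted p = 0.00242, estimated-correlation p = 0.974) and plasma proteins (camera adjusted p = 0.00457, estimated-correlation p = 0.974) were higher in Ar. Splicing factors (camera adjusted p = 0.000964, estimated-correlation p = 0.974) and nuclear-encoded oxidative phosphorylation (camera adjusted p = 0.00358, estimated-correlation p = 0.974) were lower. Genes the study singled out lay between -0.73 (Arrdc3) and 0.59 (A2m), none past the test (0 adjusted over the list alone). All 7 genes averaged an rlog under 8, where the transformation shrinks differences most, and limma called 0 of the genes with a mean rlog of 8 or more, while 745 of all genes had an unadjusted p under 0.05. A fit of these 2 groups alone called 3. Calls of SCARNA17_like (5, 0.0019) ended without Ar replicate 2, and those of G23851 (17, 0.00506) without Ent replicate 1. List calls of cholesterol synthesis (2, 0.0885) and plasma proteins (2, 0.112) ended without Ar replicate 2, those of cholesterol synthesis (2, 0.0836) and plasma proteins (2, 0.492) without Ent replicate 1, and those of nuclear-encoded oxidative phosphorylation (3, 0.724) without Ent replicate 2. Calls of MIR122_containing (1, 0.000108) began without SA replicate 3. 

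Comparing cold, arousing livers with those that had completed rewarming, the chaperone gene Hsph1 (-1.83 ± 0.21, adjusted p = 3.69e-06) was lower in Ar, with Hspa8 (-1.0 ± 0.14), Stip1 (-1.05 ± 0.15) and Dnajb4 (-0.99 ± 0.12). Gclc (-1.32 ± 0.14, adjusted p = 1.73e-06), Hmox1 (-1.43 ± 0.23) and Nqo1 (-1.76 ± 0.31) were lower as well. Plasma protein genes that rose included A2m (0.92 ± 0.13), Itih3 (0.60 ± 0.09) and Itih1 (0.55 ± 0.09) of the inter-alpha-trypsin inhibitors, and Serpina7 (1.01 ± 0.18). RNaseP_nuc_ENSSTOG00000018579 rose most in this polyadenylated RNA (4.87 ± 0.23, adjusted p = 2.40e-12). In all 172 genes were higher and 332 lower in Ar than in IBA.

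Heat shock response had 8 of 22 genes lower and none higher (10 adjusted over the list alone, camera adjusted p = 1.01e-08, estimated-correlation p = 0.303). Plasma proteins had 8 of 31 higher and none lower (13 adjusted over the list alone, camera adjusted p = 1.08e-08, estimated-correlation p = 0.303). Antioxidant defence had 3 of 22 lower (6 adjusted over the list alone, camera adjusted p = 0.0204, estimated-correlation p = 0.874). Ribosome biogenesis had 3 of 29 lower (6 adjusted over the list alone, camera adjusted p = 1.72e-08, estimated-correlation p = 0.311), among them Polr1a (-0.59 ± 0.08) and Nop14 (-0.50 ± 0.08). Of 8 microRNA host transcripts, the class the study pointed to, 6 fell (6 adjusted over the list alone), and this call alone held (camera adjusted p = 1.01e-08, estimated-correlation p = 0.0107): MIRLET7D_containing (-1.74 ± 0.15), MIR194-2HG_containing (-1.71 ± 0.12), MIR148A_containing (-0.98 ± 0.11) and MIR421_containing (-0.87 ± 0.14) were among them. The 5 small non-coding RNAs had 2 higher (2 adjusted over the list alone, camera adjusted p = 0.00264, estimated-correlation p = 0.311), RNaseP_nuc_ENSSTOG00000018579 and SCARNA17_like (1.29 ± 0.18). Fatty acid oxidation had 1 of 23 higher (2 adjusted over the list alone, camera adjusted p = 0.0128, estimated-correlation p = 0.874), the acyl-CoA synthetase Acsl1 (0.62 ± 0.12). Cholesterol synthesis was higher in 21 of 23 genes with none passing (0 adjusted over the list alone, camera adjusted p = 0.000166, estimated-correlation p = 0.874), squalene epoxidase, Sqle, measuring 2.07 ± 0.45 at an adjusted p of 0.00196. In lists not called, splicing factors had 5 of 41 lower and 1 higher (6 and 1 adjusted over the list alone, camera adjusted p = 0.164), Srsf3 (-0.68 ± 0.09), Srsf10 (-0.49 ± 0.07) and Srsf1 (-0.38 ± 0.06) against Srsf5 (0.73 ± 0.09). Bile acid genes had 2 of 16 higher (2 adjusted over the list alone, camera adjusted p = 0.414), Acox2 (0.64 ± 0.09) and the phospholipid exporter Abcb4 (0.64 ± 0.11). RNA decay had 2 of 29 lower (2 adjusted over the list alone, camera adjusted p = 0.502), Upf1 (-0.57 ± 0.08) and the deadenylase Cnot8 (-0.39 ± 0.07). The RNA-binding proteins Zfp36l2 (-0.99 ± 0.18) and Tia1 (-0.53 ± 0.10) fell, 2 of 20 in a list of cold-inducible and AU-rich-element binders (2 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.383) where Cirbp measured 0.85 ± 0.17 at an adjusted p of 0.00101. Nags (-1.07 ± 0.12), Dnajb9 (-1.14 ± 0.14) and Hnf1b (0.64 ± 0.10), a transcription factor of liver development, were the members of their lists to pass.

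Named for their size and lack of overlap were also Ciart (1.78 ± 0.33), a repressor of the circadian clock, CUNH3orf67 (1.55 ± 0.17), the zinc finger gene Znf628 (1.09 ± 0.11), Asap3 (1.05 ± 0.17) and Pank1 (1.0 ± 0.14), all higher, and Arrdc3 (-2.07 ± 0.21), Nfkbiz (-1.58 ± 0.29), a regulator of inflammatory transcription, MIR221_containing (-1.54 ± 0.30) and Dusp6 (-1.46 ± 0.24), a phosphatase of ERK kinases, all lower. Of 16 genes the study singled out on these samples, Serpina7, A2m and Srsf5 rose and Hsp90aa1 (-0.89 ± 0.13), Atp6v1b2 (-0.77 ± 0.09) and Arrdc3 fell (3 and 3 adjusted over the list alone, camera adjusted p = 0.897). For Ar versus IBA, without IBA replicates 2 and 3 the count of 504 became 276 and 328, without Ar replicates 1, 2 and 3 it became 268, 276 and 306, and among genes with a mean rlog of 8 or more it was 315, and in a fit of these 2 groups alone 289. Calls of Acsl1 (8, 0.00283), Nfkbiz (8, 0.00294), Zfp36l2 (7, 0.00331), Tia1 (6, 0.00325), Dusp6 (2, 0.00124) and Asap3 (1, 0.00111) ended without IBA replicate 2. Calls of Cnot8 (6, 0.00164), Abcb4 (3, 0.00131), Nqo1 (3, 0.00196) and Dusp6 (2, 0.00124) ended without Ar replicate 1, and those of MIR221_containing (13, 0.00363) and Ciart (8, 0.00221) without IBA replicate 3. Calls of Serpina7 (6, 0.00246) ended without Ar replicate 2. List calls of antioxidant defence (3, 0.0664) ended without IBA replicate 1. Calls of Cirbp (7, 0.0003), Hsd17b4 (2, 0.00016) and Sqle (1, 1.71e-05) began without SpD replicate 1, and those of Hsd17b4 (2, 0.000824) without SA replicate 3. Cholesterol synthesis came to 7 higher without SpD replicate 1, plasma proteins to 3 higher without IBA replicate 2, splicing factors to 3 lower without Ar replicate 1, and ribosome biogenesis to 5 lower without Ent replicate 2. Antioxidant defence came to 5 lower without IBA replicate 4.

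**Figure D4:**
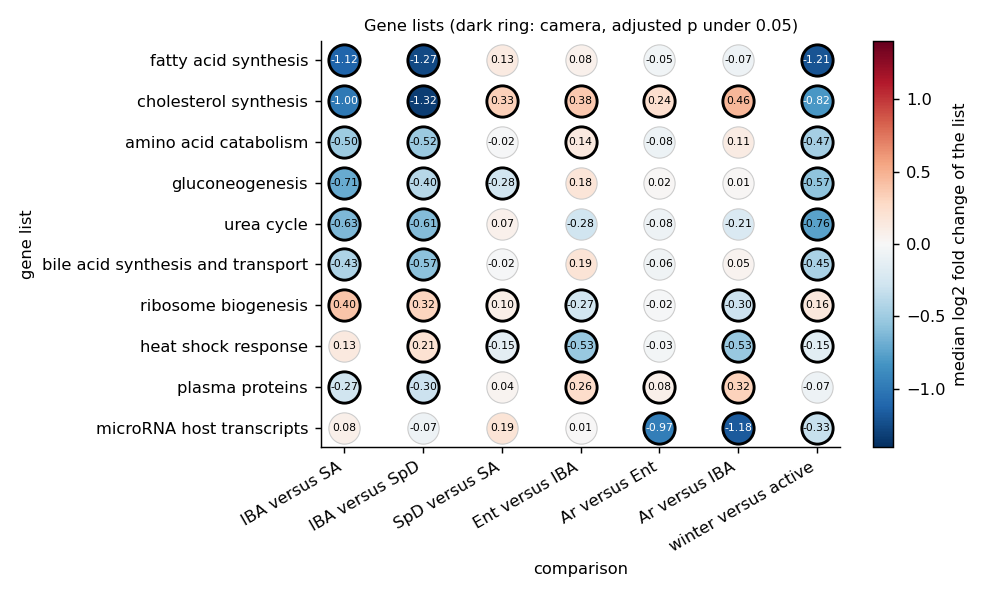
Median log2 fold change of the members of each gene list (lines) in each comparison (columns), with the colour scale in log2 units and marks where camera called the list at an adjusted p under 0.05. Fatty acid and cholesterol synthesis had medians of -1.21 and -0.82 in winter versus active, and heat shock response had a median of -0.53 in both Ent versus IBA and Ar versus IBA.

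Sex was compared across all states, 13 males against 12 females. The X-linked genes of histone demethylation Kdm5c (-0.33 ± 0.05) and Kdm6a (-0.42 ± 0.07), the helicase gene Ddx3x (-0.41 ± 0.06) and the translation factor gene Eif2s3 (-0.28 ± 0.04) were lower in males, at adjusted p of 0.00439, 0.00922, 0.00439 and 0.0024, above the threshold of 0.001. Retreg1 (-0.48 ± 0.08) and OFD1_like (-0.24 ± 0.04) were also lower, and Efnb1 (0.23 ± 0.04) and ENSSTOG00000033366 (0.39 ± 0.07) higher, all at an adjusted p under 0.05, and these 8 were named after their values were seen. No gene reached 0.001 in limma, 622 had an unadjusted p under 0.05, and 4 passed without Ent replicate 2. Camera called 10 lists, 4 higher and 6 lower in males, without any gene past the test, and none held with an estimated correlation. Cholesterol synthesis was lower in 23 of 23 genes (0 adjusted over the list alone, camera adjusted p = 1.25e-09, estimated-correlation p = 0.563), Fdps measuring -0.80 ± 0.26 at an adjusted p of 0.51, and fatty acid synthesis in 17 of 20 (camera adjusted p = 5.07e-05, estimated-correlation p = 0.655). SpD replicate 1, which measured like a winter liver in genes of these lists, was a male. Also lower were gluconeogenesis (camera adjusted p = 0.000116, estimated-correlation p = 0.123), urea cycle (camera adjusted p = 0.00302, estimated-correlation p = 0.248), complement (camera adjusted p = 6.23e-06, estimated-correlation p = 0.563) and macrophage markers (camera adjusted p = 0.0011, estimated-correlation p = 0.695). Higher were fatty acid oxidation (camera adjusted p = 0.000322, estimated-correlation p = 0.695), cytosolic ribosomal proteins (camera adjusted p = 0.0198, estimated-correlation p = 0.917), endothelial markers (camera adjusted p = 0.00563, estimated-correlation p = 0.695) and stellate cell markers (camera adjusted p = 0.0395, estimated-correlation p = 0.87), with 0 genes adjusted over the list alone in each of these lists. List calls of endothelial markers (3, 0.141) and Kupffer cell and macrophage markers (1, 0.0567) ended without Ent replicate 2, those of cytosolic ribosomal proteins (12, 0.618) without Ar replicate 2, those of stellate cell and fibroblast markers (13, 0.177) without IBA replicate 4, and those of fatty acid oxidation (1, 0.207) without SpD replicate 1. A term for different sex effects between states called 0 genes in limma, with 613 at an unadjusted p under 0.05 and 3 past the threshold without SpD replicate 5.

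Pairs of contrasts without a shared library were set side by side across the 10370 genes, which are not independent replicates. IBA versus SA and Ar versus SpD, both winter against active, had r = 0.553 and rho = 0.394 (jackknife SE of r over libraries 0.053), with the same sign in 63.7% of genes. Ar versus IBA and SpD versus SA had r = -0.057 and rho = -0.029 (jackknife SE 0.124) with the same sign in 49.7%.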

Values the study reported

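The study reported 3,120 of 10,370 genes as differentially expressed among states at q<0.001, of which 95.8% were placed into one of 14 patterns. Nearly 40% of the differentially expressed genes were altered by temperature, and 14% were in the IBA patterns. It counted 214 genes in 2 of its patterns that are high in the cold.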

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

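The test of a wrong label for SpD replicate 1 was chosen after its position had been seen, in a second version, and the tests on single genes were extended to the genes named for lists after a first version on 87 named genes had been seen. SpD replicate 1 lay far from other SpD livers (-4.80 on component 1), and median within-state r was 0.959 for it and 0.969 for Ent replicate 2. Among 363 named genes in 5 states, 117 of 1815 groups (6.45%) held a library whose gap to the next exceeded 0.71 of the range, where chance gives about 1 in 20. SpD replicate 1 stood apart in 30 genes, among them SCD_containing_gene16206, Pnpla3 (6.33 against a mean of 13.2 in the other 4) and Elovl6 (9.27 against 14.2), and Ent replicate 2 in 16, among them Arrdc3 (9.54 against 10.6) and SULT1A2_containing (11.9 against 10.6). IBA replicate 1 stood apart in 10 genes, IBA replicate 2 and Ar replicate 4 in 8 each, SA replicate 4 in 7, Ar replicate 2 in 6, SA replicate 3 in 5 and Ent replicate 1 in 4. SpD replicate 2, IBA replicates 3 and 4 and Ar replicate 1 did so in 3 each, SA replicate 1, SpD replicate 3, Ent replicate 5 and Ar replicate 3 in 2 each, and SpD replicates 4 and 5 and IBA replicate 5 in 1 each. The first version of the label test, on 1475 genes with a difference of at least 0.3, placed SpD replicate 1 at 0.734 between spring (0) and winter (1), below the lowest winter liver at 0.781, and the rule on gene lists in the second version was set with its count of 6 lists known and the 4 of winter livers not.

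SpD replicate 1 may have been a winter liver with a wrong label, a mixture of winter and active RNA, or a spring liver whose lipid genes differed. Between the other SpD livers (0) and the winter mean (1) over 1867 genes it lay at 0.714, within the winter range (0.702 to 1.25). But it lay below all 15 winter livers in 6 of 19 gene lists, against at most 4 for any of them. A wrong label thus stays undecided. An exchange within this series lacks its partner, as the highest winter liver lay at -7.34 on component 1, but a single wrong label needs none. A mixture is argued against, since genes lower in winter by 2 or more lay further toward winter (1.03) than genes lower by 0.5 to 1 (0.658), a difference of 0.376 with an SE of 0.036, where mixing predicts the opposite. Fatty acid synthesis (1.06) and cholesterol synthesis (1.05) lay at the winter mean and amino acid catabolism (0.295) and polyamine metabolism (0.084) nearer to spring, and a difference in that animal's feeding or timing was not tested.

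A difference between the sexes in the effect of state passed when adjusted over the 363 named genes in Fdps (adjusted p = 0.00461), Chac1 (adjusted p = 0.00542) and P4ha1 (adjusted p = 0.0312), and adjusted over all genes none did (0.132, 0.155 and 0.239). These rest on 2 or 3 animals of a sex in each state, and 0 genes passed limma's test of that term at 0.001, with 613 at an unadjusted p under 0.05 and 3 without SpD replicate 5.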

How the results depend on the processing

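Quantile normalization, median centring, the fit without a variance trend, the mean rlog filter and the omission of 2 libraries were chosen after seeing the data. No gene call changed sign, 29 of 377 gene results without a call did in some setting (SCD_containing_gene16206 in SpD versus SA from -1.24 to 0.23 without SpD replicate 1), and list medians did so only where the call was lost. Leaving out single libraries gave 354 to 666 genes for IBA versus SA (lowest without SA replicate 3, highest without SpD replicate 1), 144 to 542 for IBA versus SpD (SpD replicates 5 and 1), 0 to 8 for SpD versus SA (SA replicate 1, SpD replicate 1), 44 to 192 for Ent versus IBA (IBA replicate 2, SpD replicate 1), 268 to 660 for Ar versus IBA (Ar replicate 1, Ent replicate 2), 0 to 4 for sex (4 without Ent replicate 2) and 0 to 3 for the state by sex term (3 without SpD replicate 5), the last 2 with 622 and 613 genes at an unadjusted p under 0.05 in limma with all libraries. Ar versus Ent (5 to 9), winter versus active (1272 to 1867) and the 5-state test (1258 to 1966) stayed within 1.5 times. IBA patterns held 108 to 202 genes (108 without IBA replicate 2), SA or SpD patterns 75 to 179 (179 without SpD replicate 1) and no pattern 30 to 62 (30 without IBA replicate 2). All single omissions kept 232 of 336 gene calls and 61 of 89 list calls. Without SpD replicate 1 and Ent replicate 2, counts were 630 for IBA versus SpD, 9 for SpD versus SA, 85 for Ent versus IBA and 205 for SA or SpD patterns. With a block for replicate number they were 0 for SpD versus SA and 63 for Ent versus IBA, and with one for library number 2 and 89. Replicate numbers did not pair libraries, since 3 of 25 correlated best with their own number. Fits of the compared groups alone called 287 genes for IBA versus SA, 0 for IBA versus SpD and for SpD versus SA, 3 each for Ent versus IBA and Ar versus Ent, and 289 for Ar versus IBA, with fewer libraries behind each variance. An adjusted p under 0.05 gave 2544, 2003, 104, 1739, 25 and 2469 genes for IBA versus SA, IBA versus SpD, SpD versus SA, Ent versus IBA, Ar versus Ent and Ar versus IBA, 4425 for winter, 8 for sex and 5043 for the 5 states. Calls at 0.001 with a change of at least 1 numbered 162, 100, 2 and 14 for the first 4, 47 for Ar versus IBA and 199 for winter. With a mean rlog of 8 or more, Ar versus Ent had 0 and Ar versus IBA 315. At an r of 0.9 or more there were 98 genes in IBA patterns, 48 genes in SA or SpD patterns and 424 genes in no pattern, and at an r of 0.7 or more 5 genes in no pattern. The cause of these moves was not tested, apart from the stricter or looser thresholds, fewer genes and fewer libraries that define them. Of 713 gene results, 36 weakened and 27 strengthened under quantile normalization, 6 and 1 under median centring, 52 and 2 with the replicate block, 46 and 4 with the library block and 123 and 12 in fits of the compared groups. Of 89 list calls 77 weakened with an estimated correlation, 33 with fry, 16 under quantile normalization, 15 without the 2 libraries, 2 with the replicate block and 0 under median centring. Not run, for lack of counts or a genome, were other size factors, library size alone, no count filter, a test on counts and patterns of its calls, GC content, gene length and depth.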

Other observations

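The tests of cell-type markers were chosen after their values had been seen. The library without a state scored -1.93 and 8.56 on the 2 components. Its median r was 0.950, 0.951, 0.959, 0.962 and 0.961 with SA, SpD, IBA, Ent and Ar. Camera called 9 lists in no comparison: ketogenesis and fasting response, acute phase response, immediate early genes, circadian clock, hypoxia response, cell cycle, hepatocyte identity factors, the genes the study singled out, and cold-inducible and AU-rich-element RNA-binding proteins, whose smallest camera adjusted p was 0.0851. The 5-state test called 1643 genes. The 2 cold-high patterns in which Ent does not match Ar fully held 110 (6.70% of those). Both are below the study's values above, the 110 close as a share.

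Random splits of the libraries, 100 each, were set against the real grouping. The real split was the 1 of 100 as large for winter versus active (1618 genes, highest other 0), IBA versus SA (567, 0) and Ar versus IBA (504, 0). So it was for IBA versus SpD (314, 20), Ent versus IBA (146, 0), Ar versus Ent (7, 0), SpD versus SA (4, 2) and the 5 states (1643, 3). Real differences widen the variance of shuffled splits, so chance is not excluded. The count for SpD versus SA rests on single libraries, since limma called 0 genes without SA replicate 1, SA replicate 2 or SpD replicate 3 and in a fit of these groups alone (1301 at an unadjusted p under 0.05 in the full fit). For sex and the state by sex term any split was as large, deciding nothing (0 genes in limma, highest other 0, 622 and 613 at an unadjusted p under 0.05, 4 for sex without Ent replicate 2, 3 for the term without SpD replicate 5).

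Transcripts known only from the study's own annotation (383 genes) made up 15 of 172 genes higher in Ar than in IBA, against 9.22 in random lists matched on level. Low level as the cause is argued against by the share of such lists with as many, 0.0324, but this fails correction over the 14 tests made (adjusted p = 0.0907). A general rise of unannotated RNA in cold livers stayed undecided, as all 383 lay 0.073 above level-matched genes in median with an SE of 0.034 over genes, or 0.083 with an SE of 0.044 over animals (both SE computed after the value was seen), so the 0.1 set beforehand lay within 2 SE on both and 0 only over animals, and quartiles were -0.197 and 0.320. Seen afterwards, such genes were 78 of 909 lower in winter against 40.7 expected and 38 of 379 lower in IBA than in SA against 16.8.

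Endothelial markers averaged 0.21 ± 0.06 higher in winter and macrophage markers 0.17 ± 0.08, with stellate markers at 0.10 ± 0.08, 4 cholangiocyte markers at 0.04 ± 0.04 and hepatocyte identity factors at -0.10 ± 0.04 (SE over animals, 15 and 10). A lower share of hepatocytes would raise all other cell types alike, and the endothelial minus stellate difference of 0.117 (SE 0.057) and, computed later, the endothelial minus cholangiocyte one of 0.178 (SE 0.073) lay not far beyond 2 SE, so they argue weakly against that as the whole explanation. A change in endothelial cells themselves may contribute, and was not tested.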
